A study of Mus musculus with 232 samples.

How the data were processed

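The data are single-cell RNA counts from mouse dentate gyrus cells captured on the 10X Genomics Chromium system, kit version 2. The deposited counts are of unique molecular identifiers (UMIs), 1 whole number per gene and cell, for 27933 genes and 24185 cells. That the counts are UMIs was read from the values, which were whole numbers up to 3841 with totals of 1114 to 19989 per cell, and from the kit named in the labels, since the table's header does not state a unit. The authors' aligner, genome build, annotation, cell filters and clustering method are not stated. Genes are given by symbol alone, so no coordinates are reported. A second deposited table gives each cell's age, mouse line, sex of the pooled animals and cluster as the authors named it. Its cell names matched those of the counts with 0 columns left over, and 31 empty lines were left out. The per-cell tissue preparation (papain dissociation of microdissected tissue) and the sorting of GFP-positive cells from the hGFAP-GFP animals are taken from the sample labels.

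The labels list 232 samples, which fall into 157 combinations of age and cluster. In 24 of these combinations the cells are divided among more than 1 sample. Cells were not assigned to such parts, and the parts were not treated as replicates. The unit of replication was the age, that is, the animals pooled at 1 age. Ages were grouped as perinatal (E16.5, P0, P5), juvenile (P18, P19, P23) and adult (P120, P132). The 24 clusters were merged into 19 classes, so that clusters told apart by age would not stand for a change in size. Class RGL holds RGL_young and RGL, class nIPC holds nIPC and nIPC-perin, class GC holds GC-juv and GC-adult, and class Astro holds Immature-Astro, Astro-juv and Astro-adult. These groups, the comparisons, the gene lists and the rule for naming genes were set before the data were examined. The 11 libraries are known from the prefix of the cell names, and libraries of 1 age were added together.

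Counts were summed over the cells of each class at each age. Genes changed were called with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), using TMM scaling, filterByExpr and the quasi-likelihood F test (glmQLFit, glmQLFTest, two-sided). A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors were taken as the size of the log2 fold change divided by the square root of F. The classes tested were fixed before the data were seen: RGL, nIPC, Neuroblast, Immature-GC, OPC and Endothelial between perinatal and juvenile ages, and RGL, nIPC, Neuroblast, Immature-GC, GC and Astro between juvenile and adult ages. Other classes were not tested. A 2-stage test took every age with 20 or more cells of its class and ran where both stages kept 2 or more ages. Log2 fold changes are juvenile minus perinatal and adult minus juvenile. The RGL v Astro test (RGL minus Astro) and the step tests used every listed age, with age as a block. A step test compared the change from 1 class to the next between stages, through a class by stage interaction term (juvenile step minus perinatal step). Steps are signed, so a more negative juvenile step may be a steeper fall or a weaker rise. Classes of 1 age come from the same animals, and age pairs them in the tables as well. With class means removed, 2 classes of the same age correlated across 2455 to 2709 genes with r of 0.124 to 0.303 for RGL and Astro, 0.0641 to 0.777 for RGL and nIPC, 0.195 to 0.670 for nIPC and Neuroblast, and 0.139 to 0.600 for Neuroblast and Immature-GC. Step correlations were computed across genes between fits made separately in each stage. They carry no p-value, because genes are not independent replicates.

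Class shares were compared between 3 perinatal and 3 juvenile ages with a two-sided exact permutation test, whose smallest possible p is 0.1, and adjusted over the 19 classes. Shares of single ages carry exact (Clopper-Pearson) 95% intervals. Intervals and limits of a 0 count (3 counts) cover counting error only. The summed cycling list was compared as log2(CPM + 1) with the same exact test, with pseudocounts of 10 and 0.1 as alternatives. CPM are a gene's counts divided by the sum's total, times 1e+06. No other test was run on adult shares, because the adult cells were sorted.

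The genes named were chosen by rule. In each test of all genes, of those with adjusted p under 0.05, a mean of 50 CPM or more over the sums and every age of 1 stage above every age of the other, the 3 with the largest positive and the 3 with the largest negative log2 fold change are named. In the within-age test the condition was the same sign at every age, and in a step test a more positive step at every age of 1 stage. In the tests of Immature-GC and OPC between perinatal and juvenile ages 1 gene that meets this rule is not reported here, although counts over all named genes include it. Markers and genes of the fixed lists may also be named. The lists were cycling (15 genes), dissociation (15 immediate early and heat shock genes), blood and choroid plexus (6), sex (5), mitochondrial (13), ribosomal protein (113) and cell type markers (86). These 86 are pairs of gene and class, so a gene that marks several classes counts for each. Of the dissociation list, Junb and Egr1 are also genes that neurons express on activity. Where a group held 0 UMIs, the fold is given against 3 counts over the whole group. Where it held 1 to 3 UMIs, the ratio of pooled CPM is given with its exact 95% interval. Gene names were matched to GENCODE vM21 for biotypes and for the share of 31-base words that transcripts of different genes have in common. That annotation is not known to be the authors' own.

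Other settings tried were DESeq2 1.42.0, RLE scaling in edgeR, no filter on low counts, a draw of 20 cells per sum thinned to equal UMIs (5 seeded draws, seed 1, median given), a minimum of 50 cells, cells with very many UMIs left out, other choices of clusters for a class, no replicate block, and each age left out in turn. No doublet caller was run; the alternative that leaves out the 1082 cells (4.47%) with more than 2 times the median UMIs of their cluster and age is the check on doublets. Added after the data were seen were the thinning of every sum to equal UMIs with all cells, the cell name prefix as a block over P0, P5, P18 and P23, a minimum of 20 cells in the within-age and step tests, lineages merged across immature and mature classes, and nIPC-perin cells left out of the nIPC steps. Calls were tested on simulated data with the real depths, in which 200 genes were changed. For the 14 tests reported, edgeR recovered between 22% (RGL to nIPC step) and 74% (Immature-GC) of them, with at most 11.8% false calls (GC) and 0 of the wrong sign. With no gene changed it made at most 4 calls. The simulated counts were negative binomial draws from the means and dispersions that edgeR fitted to the sums. They obey the model of the test, so these values set no bound on false calls in the real data. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and in R with data.table (1.17.8).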

Results

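Cells of the dentate gyrus, the hippocampal region that goes on producing granule neurons after birth, were profiled at 8 ages. The perinatal ages E16.5, P0 and P5 came from CD-1 mice, with the sex of the pooled animals unknown. Of the juvenile ages, P18 and P23 were male CD-1 mice and P19 female C57Bl/6 mice. The adult ages P120 and P132 were pools of both sexes of hGFAP-GFP mice, a line in which the human GFAP promoter drives a green fluorescent protein, and per the labels their cells were sorted for it. Stage is therefore confounded with mouse line and sorting in every comparison with adults. In the usual reading of the cluster names, which the labels do not spell out, RGL are radial glia-like cells, nIPC neuronal intermediate progenitors, OPC, NFOL and MOL precursor, newly formed and mature oligodendrocytes, GC granule cells and Pyr pyramidal cells.

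The table held 113369778 UMIs in 24185 cells, and 21266 of its 27933 genes had at least 1 UMI. E16.5 had 2285 cells and 16117002 UMIs, P0 4779 and 30076988, and P5 4435 and 27564336. P18 had 2712 cells and 6993759 UMIs, P19 2081 and 6499701, and P23 2701 and 14571349. P120 had 1363 cells and 3423165 UMIs, and P132 3829 and 8123478. Median UMIs per cell were 6044, 5025 and 4856 at the perinatal ages, 2184, 2568 and 4974 at P18, P19 and P23, and 2013 and 1896 at P120 and P132. Depth thus differed between stages in the direction of age, except at P23. With every cell thinned to 1000 UMIs, the median number of genes per cell lay between 638 and 689 at all 8 ages. The 2 libraries of P0 correlated across genes with r of 0.995, those of P5 with 0.996 and those of P132 with 0.988. Their class composition differed by more than counting error at P0 (chi-square p 0.0478 over 13 classes) and P132 (p 0.00518 over 15 classes) and not detectably at P5 (p 0.258).

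The cluster names were compared with 86 markers fixed in advance, each a pair of gene and class. Some genes count for several classes: GABA and Immature-GABA have the same 5 markers, as do Immature-Pyr and CA3-Pyr. Between such counterparts a peak in either class counts for each of them, so the counts below are not of different genes. Of the 83 markers whose class reached 20 cells at some age, 74 had their highest mean CPM in their own class or in its immature or mature counterpart. The exceptions were concentrated in nIPC, where 2 of 5 markers were highest in the class, and Immature-GC, where 1 of 4 was. The 3 PVM markers could not be placed, because PVM had at most 18 cells at any age.

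**Figure D1:**
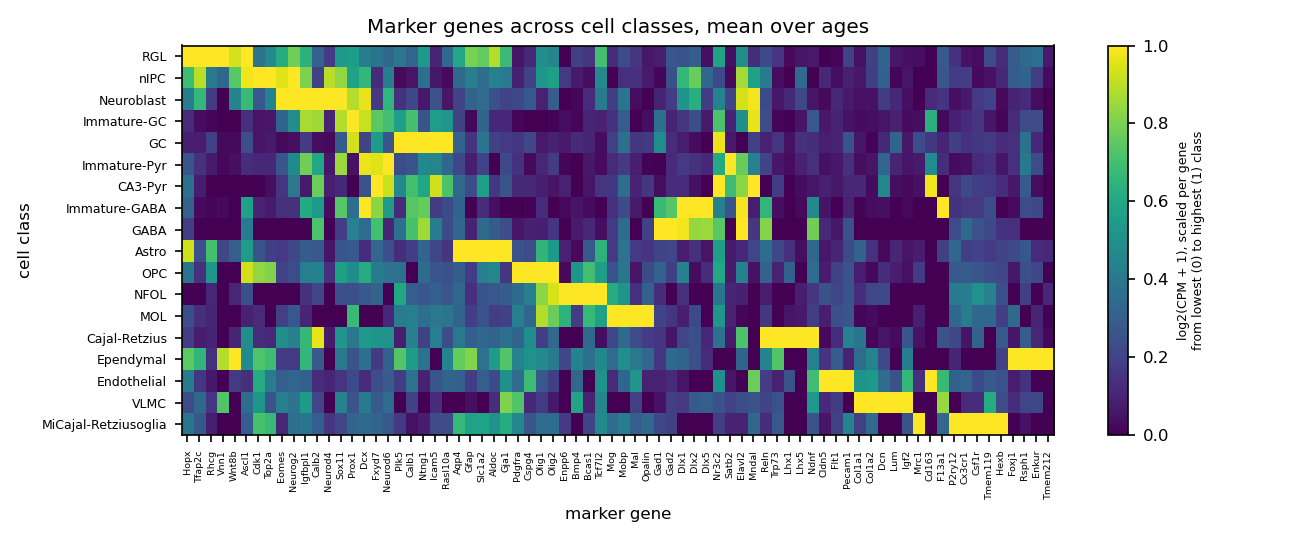
Mean log2(CPM + 1) of each marker gene (x axis) in each cell class (y axis), averaged over ages and scaled per gene from its lowest (0) to its highest (1) class. Of the 83 markers (pairs of gene and class) that could be placed, 74 peak in their own class or its immature or mature counterpart.

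The first comparison asks how the cell composition of the dentate gyrus changes from the perinatal to the juvenile stage. In 12 of 19 classes (63.2%, where chance gives 10%) the shares of the 3 perinatal and the 3 juvenile ages did not overlap, 6 of them higher and 6 lower in juveniles. Each of these reached the smallest exact permutation p that 3 against 3 ages allow, 0.1, and the smallest adjusted p was 0.158, so that no class passes a threshold of 0.05 in this design. GC made up 49.5% ± 9.71 (SD, n = 3 ages) of juvenile and 0.0601% ± 0.104 of perinatal cells. Immature-Pyr fell from 42.6% ± 24.8 to 0.642% ± 1.08, RGL from 5.64% ± 1.07 to 0.948% ± 0.590, nIPC from 6.50% ± 2.56 to 1.06% ± 0.345, and Neuroblast from 9.39% ± 0.324 to 1.95% ± 1.18. Endothelial cells rose from 1.04% ± 0.598 to 4.10% ± 0.708. Immature-GC (13.1% ± 14.0 and 8.36% ± 1.25, exact p 0.8), Astro (4.73% ± 6.08 and 12.5% ± 3.91, exact p 0.2) and OPC (1.74% ± 1.93 and 1.53% ± 0.787, exact p 0.9) differed by less than the spread between ages or overlapped.

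Class shares add up to the whole, so a rise of GC lowers every other share, and a cell's class rests on the authors' clusters. With immature and mature classes of 1 lineage added together, an alternative chosen after seeing the data, 8 of 14 classes did not overlap. Granule cells then made up 13.2% ± 14.1 of perinatal and 57.9% ± 10.4 of juvenile cells (exact p 0.1), and pyramidal cells 42.6% ± 24.8 and 7.29% ± 1.40 (exact p 0.1). GABA cells no longer separated the stages (7.37% and 1.61%, exact p 0.4). All 12 classes kept their direction with each age left out and without cells of very many UMIs. Another setting left out Endothelial, VLMC, PVM, MiCajal-Retziusoglia, Ependymal and Cajal-Retzius cells. There the 10 of the 12 that remained also kept their direction. The share of Immature-GC changed direction without P5 (2.99 percentage points in place of -4.77), that of OPC without P5 (0.848 in place of -0.210) or P18 (0.112), and that of PVM without E16.5 or P18. The 2 adult ages differed from each other by more than the juvenile ages did. P120 had 3.67% GC, 28.1% OPC and 8.44% RGL, whereas P132 had 58.8%, 1.59% and 0.705%.

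**Figure D2:**
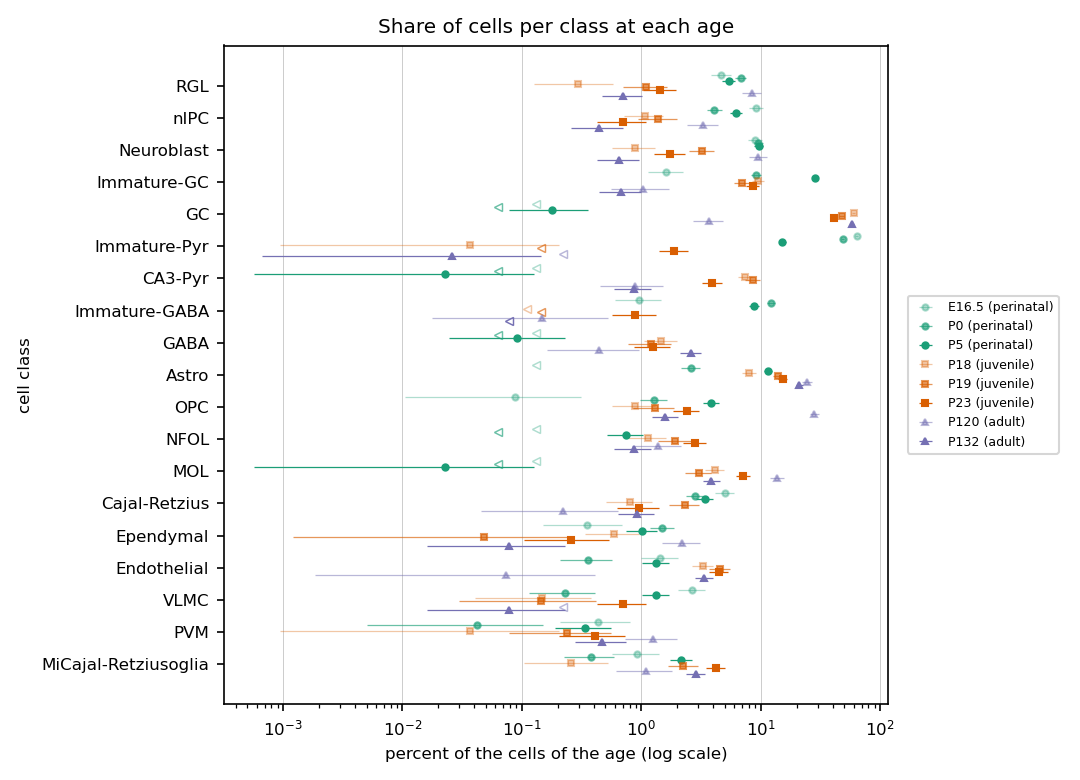
Percent of an age's cells (x axis, log scale) in each cell class (y axis), 1 point per age with its exact 95% binomial interval; open triangles mark the limit of a 0 count. Juvenile GC shares lie at 40.9% to 60.1% and perinatal ones at or below 0.180%, and the 2 adult ages stand apart from each other for GC, OPC and RGL.

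Whether RGL and nIPC cycle differently at the 2 stages was asked with the summed UMIs of 15 cycling genes. In RGL the log2 CPM was 7.05 ± 0.58 (SD, n = 3) at perinatal and 6.68 ± 1.30 at juvenile ages, a difference of -0.37 (exact permutation p 0.6, two-sided). The juvenile RGL values rest on 4, 3 and 6 UMIs at P18, P19 and P23, and the difference was -1.11 without P18 and 0.14, the other direction, without P23. In nIPC it was 12.27 ± 0.04 and 12.66 ± 0.22, a difference of 0.39 (exact p 0.1, the smallest possible), from 4840 to 5118 CPM at perinatal and 5758 to 7716 CPM at juvenile ages. It stayed between 0.26 and 0.47 with each age left out. Cells were not scored for cycling 1 by 1.

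**Figure D3:**
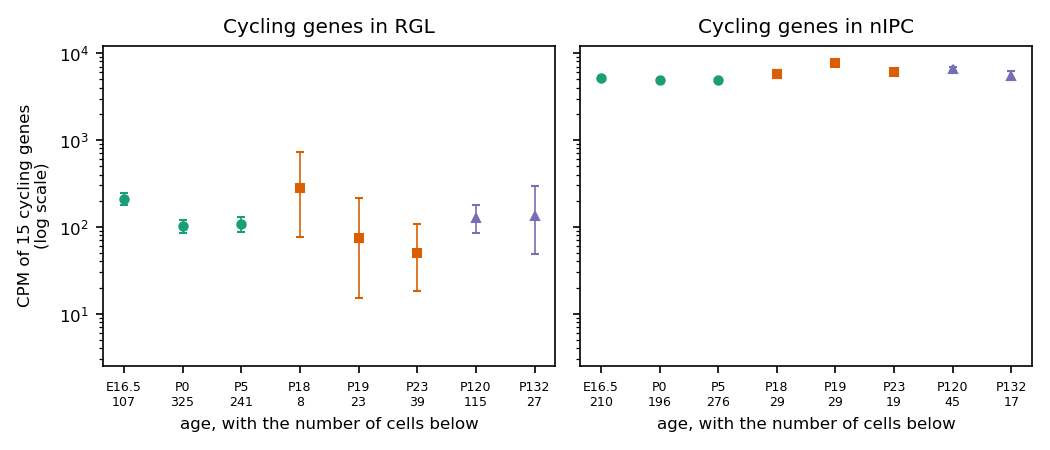
CPM of the 15 cycling genes summed (y axis, log scale) at each age (x axis, with the number of cells) in RGL and nIPC, with exact 95% Poisson intervals. In nIPC the juvenile ages lie at 5758 to 7716 CPM, above the perinatal 4840 to 5118; in RGL the juvenile intervals overlap the perinatal values.

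Gene expression within a class was compared between stages to ask whether cells of 1 class at perinatal and juvenile ages are alike. In RGL (E16.5, P0 and P5 against P19 and P23; P18 had 8 cells and did not enter) edgeR called 21 genes higher and 1 lower in juveniles among 8503 tested, with 1435 at an unadjusted p under 0.05. Most of the depth lay on 1 side: perinatal sums held 701151 to 1316837 UMIs and juvenile sums 40304 and 121372. Among the alternatives the count moved most without a filter on low counts, to 362. DESeq2 called 195 (81 higher, 114 lower), 17 of the 22 among them. The count hung on single ages: it was 0 without P0 (765 at an unadjusted p under 0.05) and without P23 (1235), 1 without P19, 169 without E16.5 and 203 without P5. Without P19 or P23 the lone juvenile age is assumed to vary like the perinatal ones. TMM put the median of all genes at -0.25 in this test and at -0.25 in nIPC, so changes there are read against that value.

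The largest increases in juvenile RGL were in Mbp (log2 fold change 5.09 ± 0.79 (SE, 3 against 2 ages), adjusted p 0.0198), Gpr37l1 (4.69 ± 0.66, 0.0140) and the lincRNA 2900052N01Rik (4.56 ± 0.61, 0.0140). Mbp rose from 0.759 to 16.9 CPM at perinatal ages to 99.2 and 338 CPM, and Gpr37l1 from 0 to 22.9 CPM to 273 and 346 CPM. Over the classes outside Astro and the oligodendrocyte line, those of this comparison included, Mbp had 0.804 to 1.79 UMIs per cell at P23 (11 classes), 0.0833 to 0.486 at P19 (10) and 0.136 to 0.741 at P18 (8). Gm8730 was the 1 gene called lower (-3.42 ± 0.48, 0.0140). It is a processed pseudogene that shares 62.8% of its 31-base words with Rplp0, so its level is uncertain in every class. All 4 calls were lost without P0, P19 or P23.

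In nIPC (P23 had 19 cells and did not enter) 15 genes were higher and 24 lower in juveniles among 9453 tested, with 1256 at an unadjusted p under 0.05. Hmgn2 rose by 2.25 ± 0.24 (adjusted p 8.21e-04), from 2072 to 2260 CPM to 9053 and 13623 CPM. Gm10282, which shares 83.6% of its words with Hmgn2 and is uncertain for that reason, rose by 3.35 ± 0.35 (8.21e-04), and the lincRNA Gm26735 by 2.63 ± 0.44 (0.0252). P23, outside the test, had 3793 CPM of Hmgn2 and 36.7 CPM of both Gm10282 and Gm26735, and Gm10282 had 24.6 to 37.5 CPM at perinatal ages and 314 and 340 CPM at P18 and P19. Id3, Slc9a3r1 and Tnc had 0 UMIs among 154977 at P18 and P19, which places them at least 26.7-fold, 7.13-fold and 6.51-fold lower (adjusted p 8.21e-04, 0.0252 and 0.0308). At P23 all 3 were detected, at 45.8, 55.0 and 82.5 CPM. The mix of clusters within the class differed between stages: nIPC-perin made up 56.5% to 75.7% of it at perinatal ages, 13.8% at P18 and 3.45% at P19. In the nIPC cluster alone 53 genes were called, 19 of the 39 among them. There Id3 and Gm26735 were no longer called, Slc9a3r1 and Tnc were too low to be tested, and Hmgn2 (1.87) and Gm10282 (3.06) were called. No gene was called by edgeR without P19 (989 at an unadjusted p under 0.05), 3 without P18, 198 without E16.5 and 105 without P5. Without P18 only Hmgn2 of the 6 kept its call. DESeq2 called 187, 38 of the 39 among them.

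In Neuroblast 19 genes were higher and 12 lower among 7091 tested, with 923 at an unadjusted p under 0.05. Mbp (4.14 ± 0.56, adjusted p 0.00392), Ncdn (2.48 ± 0.41, 0.0105) and Hist1h2bc (2.08 ± 0.34, 0.0105) were higher, and Vim (-2.96 ± 0.57, 0.0285) and Gm8730 (-3.03 ± 0.30, 1.09e-04) lower. The antisense gene Gm15594 had 3 juvenile UMIs, a ratio of 13.6 (95% interval 4.62 to 66.0; 0.0431), and is uncertain. The count was 2 without P18, 3 without P0, 8 without P19, 51 without P23 and 103 without E16.5, and 112 with DESeq2. Of the 6 genes Gm8730 alone kept its call in each of these. Ncdn and Hist1h2bc lost theirs without P0, P18 or P19, Mbp without P18 or P23, Vim without P18 or P19 and Gm15594 without P18, P19 or P23.

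In Immature-GC 14 genes were higher and 25 lower among 7594 tested, with 1036 at an unadjusted p under 0.05. Junb rose by 3.75 ± 0.43 (adjusted p 0.00281), from 19.1 to 155 CPM to 1030 to 1459 CPM. Mbp was also higher (3.13 ± 0.40, 0.00524). Hbb-bs (-9.50 ± 1.34, 0.00875), Hba-a1 (-8.38 ± 1.16, 0.00842) and Hbb-bt (3 juvenile UMIs, ratio 110, 95% interval 37.5 to 533; 0.0279) were lower, and at E16.5 and P0 a single cell held 98.9% and 99.4% of the haemoglobin UMIs of the class. Without the highest cell 276, 24.1 and 374 CPM of haemoglobin remained at E16.5, P0 and P5, against 10.7 to 26.0 CPM at juvenile ages. Without cells of very many UMIs Hbb-bs and Hba-a1 were not called. The 3 haemoglobin genes also lost their calls without P18 or P23, and Hbb-bt without P19. Counts were 559 without P5, 10 without P18, 11 without P0, 13 without P19 and 11 without P23, and 141 with DESeq2 (25 of the 39 among them).

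In OPC (P0 and P5 against P18, P19 and P23) 118 genes were higher and 159 lower among 4845 tested, with 889 at an unadjusted p under 0.05. Neu4 rose by 4.82 ± 0.52 (adjusted p 3.8e-07), from 0 and 30.6 CPM to 375 to 904 CPM and Htra1 by 4.64 ± 0.67 (2.98e-05). Htra1 rests on 4 perinatal UMIs. Eef1a1 fell from 5106 and 4304 CPM to 590 to 1068 CPM (-2.55 ± 0.29, 7.33e-07), Gm8730 by -3.89 ± 0.35 (9.67e-09) and Vim by -4.06 ± 0.69 (1.96e-04). The count was 124 without P0 and 135 without P23, where Vim lost its call. DESeq2 called 182, 169 of the 277 among them, without Vim. A perinatal arm of P0 or P5 alone is assumed to vary like the juvenile ages.

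In Endothelial cells (E16.5 and P5 against the 3 juvenile ages) 389 genes were higher and 335 lower among 5337 tested, with 1536 at an unadjusted p under 0.05. Acta2 and Sp100 had 0 UMIs among 841226 perinatal UMIs and were at least 46.5-fold and 26.9-fold higher (adjusted p 0.00133 and 9.35e-05). Paqr5 had 1 perinatal UMI, a ratio of 106 with a 95% interval of 18.7 to 4212 (9.35e-05). Mest (-5.47 ± 0.81, 7.85e-04), Slc1a4 (-4.10 ± 0.39, 5.39e-05) and Dusp2 (-3.97 ± 0.51, 2.29e-04) were lower. All 6 kept their calls with each age left out. The count was 389 without P19 and 439 without E16.5, and DESeq2 called 431, 410 of the 724 among them. Differences between classes in the number of called genes were not tested, and the classes differ in cells, UMIs and ages.

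**Figure D4:**
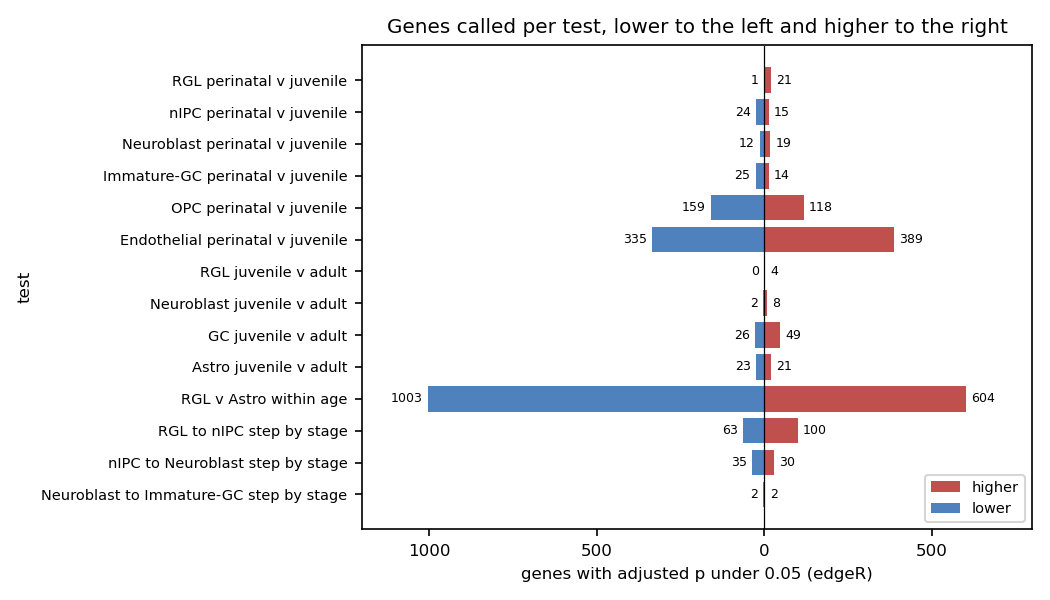
Number of genes called by edgeR at an adjusted p under 0.05 (x axis) in each test (y axis), lower to the left and higher to the right, the later stage relative to the earlier one, RGL relative to Astro, or the juvenile step relative to the perinatal one. RGL v Astro has the most calls (604 higher, 1003 lower); the split of the RGL to nIPC step turns from 100 higher of 163 to 70 of 166 under RLE scaling.

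Juvenile and adult cells of 1 class were compared to ask whether the juvenile dentate gyrus has reached its adult state, with the line and the sort confounded with age. The nIPC and Immature-GC tests were not run, because 1 adult age reached 20 cells. In RGL 4 genes were called among 1444 tested, all higher in adults, with 180 at an unadjusted p under 0.05 and 1 call by DESeq2. S100a10 had 1 juvenile UMI, a ratio of 48.4 with a 95% interval of 8.45 to 1932 (adjusted p 0.00708). Sox21 rose by 3.51 ± 0.59 (0.0148), Gm8730 by 3.02 ± 0.46 (0.00765), and Gm9843, outside the naming rule and named after its value was seen, by 2.36 ± 0.46 (0.0478). Sox21 rests on 4 juvenile UMIs and was not called without P23 or P120. The count was 62 without P19, 22 without P132, 9 without P23 and 1 without P120, each with a lone age assumed to vary like the other stage.

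In Neuroblast 8 genes were higher and 2 lower in adults among 2728 tested, with 188 at an unadjusted p under 0.05. Gm8730 rose by 3.71 ± 0.38 (adjusted p 2.95e-07). Gm10263 (2.92 ± 0.66, 0.0413) and Gm10020 (2.44 ± 0.51, 0.0226) are processed pseudogenes that share 65.9% and 89.3% of their words with another gene and are uncertain. Nrgn (-3.08 ± 0.70, 0.0416) and Tac2 (-2.39 ± 0.55, 0.0435) were lower. The count was 1 without P23 or P120, 3 without P18 and 59 without P132, and DESeq2 called Gm8730 alone. Nrgn lost its call without P18 or P120, Tac2 without P18, P23 or P120, Gm10263 without P19 or P23, and Gm10020 without P18.

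In GC 49 genes were higher and 26 lower in adults among 11493 tested, with 1412 at an unadjusted p under 0.05. Gm8730 rose by 2.95 ± 0.28 (adjusted p 5.48e-04), PISD, a name absent from the annotation used here, by 2.24 ± 0.37 (0.0132), and Ntng1 by 2.18 ± 0.34 (0.00933). Snhg11 (-2.34 ± 0.50, 0.0484), Camk4 (-2.32 ± 0.38, 0.0127) and Ubb (-2.11 ± 0.39, 0.0252) were lower, and Snhg11 was not called with RLE scaling or DESeq2. The adult side holds 50 cells at P120 and 2250 at P132. Without P132 no gene was called by edgeR (1155 at an unadjusted p under 0.05), without P120 5 were, Gm8730 among them, and without P19 527. DESeq2 called 73 higher and 59 lower, 27 of the 75 among them.

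In Astro 21 genes were higher and 23 lower in adults among 7854 tested, with 885 at an unadjusted p under 0.05. S100a10 (3.22 ± 0.57, adjusted p 0.0163), Them4 (2.74 ± 0.45, 0.00949) and Nnat (2.63 ± 0.36, 0.00306) were higher, and Aldh1a1 (-3.03 ± 0.50, 0.0106), Fgf1 (-2.49 ± 0.35, 0.00306) and Serpinf1 (-2.15 ± 0.30, 0.00306) lower. S100a10 lost its call without P18, P23 or P120, Them4 without P18 or P23, Aldh1a1 without P120, and both S100a10 and Them4 with DESeq2. The count was 19 without P120, 21 without P18, 83 without P19 and 81 without P132.

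The within-age test asks which genes tell RGL and Astro apart at P18, P19, P23, P120 and P132. The clusters were drawn on the same cells, so this describes the authors' clusters and is no independent evidence. Among 7001 genes 604 were higher and 1003 lower in RGL, with 2296 at an unadjusted p under 0.05. Cdk6 (6.24 ± 0.55, adjusted p 4.1e-27), Tfap2c (6.15 ± 0.56, 3.87e-25) and Mycn (4.55 ± 0.50, 1.12e-17) were higher at all 5 ages. Grin2c had 1 UMI in RGL, a ratio of 167 with a 95% interval of 30.0 to 6610 (4.27e-33), Pcdh7 1 UMI, 69.9 with 12.5 to 2764 (1.34e-17), and Igfbp2 2 UMIs, 60.8 with 16.8 to 503 (4.68e-23), all lower in RGL. RGL sums held 14128 to 246172 UMIs and Astro sums 433326 to 1510937. The count stayed between 1081 and 1670 with each age left out, and DESeq2 called 1085, 1052 of them shared. With every sum at 14128 UMIs, an alternative chosen after seeing the data, 193 of 291 genes tested were called.

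The steps from RGL to nIPC, Neuroblast and Immature-GC were compared between stages to ask whether granule cells are made in the same way perinatally and in juveniles. Log2 fold changes of the RGL to nIPC step correlated across 1723 genes with Pearson r 0.869 and Spearman rho 0.817, those of the nIPC to Neuroblast step with 0.897 and 0.757 (2074 genes), and those of the Neuroblast to Immature-GC step with 0.835 and 0.756 (4603 genes). The sign was shared by 77.5%, 75.6% and 75.9% of genes. Of the genes called in both stages, 446 of 446, 540 of 549 and 629 of 629 had the same sign. The classes rest on the authors' clusters, drawn on these same cells and named alike at each stage. Likeness of the steps is therefore partly built in. It describes the clusters and is no independent evidence that granule cells are made in the same way. With each age left out, Pearson r stayed at 0.827 to 0.880, 0.869 to 0.899 and 0.743 to 0.837. Genes are not independent replicates, so these correlations carry no p-value.

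**Figure D5:**
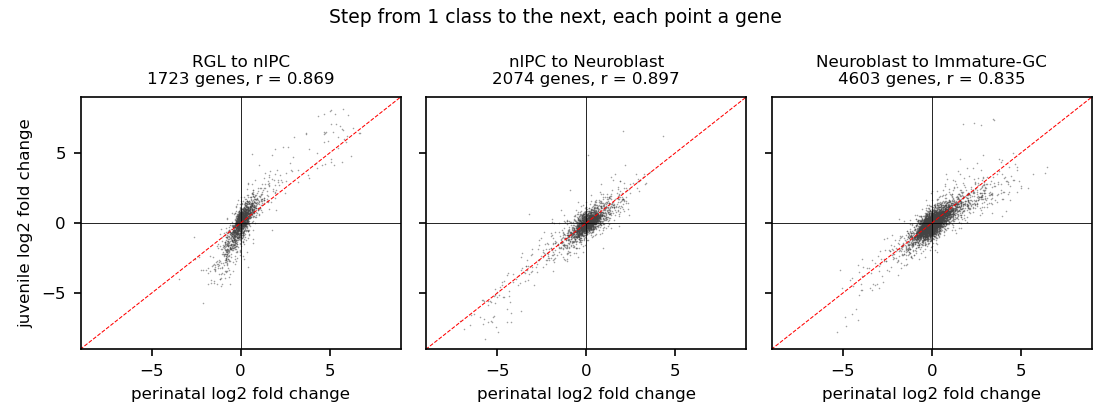
Log2 fold change of each step in juvenile (y axis) against perinatal ages (x axis), 1 point per gene; the dashed line marks equal change. Pearson r across genes is 0.869, 0.897 and 0.835.

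For the RGL to nIPC step, edgeR called 163 of 8263 genes as changed between stages, with 1019 at an unadjusted p under 0.05. Of the 163, 100 had a more positive juvenile step and 63 a more negative juvenile step. Under RLE scaling 166 were called but 70 more positive and 96 more negative. The median of all genes moved by -0.18 (DESeq2 -0.20), so the balance of directions depends on scaling. Fitted values were 4.89 ± 0.87 for Neurog2 (adjusted p 1.38e-05), 7.99 ± 2.25 for Topbp1 (0.0273), 3.80 ± 1.09 for Gm10282 (0.0312), -8.61 ± 2.05 for Tmem100 (0.00497), -4.65 ± 0.98 for Plxnb1 (7.94e-04) and -3.60 ± 0.72 for Rgcc (2.21e-04). Each rests on 0 to 3 UMIs in 1 juvenile class, so its fitted value is no bound. Juvenile nIPC exceeded juvenile RGL by a ratio of 46.6 (95% interval 8.09 to 1866) for Neurog2, with 1 RGL UMI, and 36.6 (6.30 to 1472) for Gm10282, with 1, and were at least 6.66-fold above for Topbp1, with 0. Juvenile RGL exceeded juvenile nIPC at least 9.51-fold for Tmem100, with 0 nIPC UMIs, and by ratios of 48.1 (8.03 to 1957) for Plxnb1, with 1, and 23.04 (7.41 to 116) for Rgcc, with 3. With nIPC-perin cells left out, an alternative chosen after seeing the data, 37 genes were called, 23 of the 163 among them, and of the 6 genes Neurog2 and Plxnb1 were called. The count was 27 without P0, 58 without P19, 107 without P23 and 98 without P5. Topbp1 was not called without any 1 of the 6 ages, Gm10282 without E16.5, P0, P5, P18 or P19, Tmem100 and Plxnb1 without P19 and Rgcc without P23.

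For the nIPC to Neuroblast step, 30 genes had a more positive and 35 a more negative juvenile step among 9415 tested. At an unadjusted p under 0.05 there were 765, and DESeq2 made 43 calls. Aldoc (3.91 ± 0.60, adjusted p 2.66e-05), Lxn (3.61 ± 0.87, 0.0247) and Chl1 (5.09 ± 0.90, 3.42e-04) had the more positive juvenile step. Chl1 had 1 juvenile nIPC UMI, 40.7-fold below juvenile Neuroblast with a 95% interval of 7.004 to 1638. Trp53i11 (-2.71 ± 0.56, 0.00294), Mfap4 (-2.03 ± 0.32, 2.96e-05) and Insm1 (-1.94 ± 0.45, 0.0181) had the more negative. With nIPC-perin cells left out no gene was called by edgeR (334 at an unadjusted p under 0.05). The count was 3 without P19, 10 without P0, 25 without P23, 29 without P18 and 30 without P5. No 1 of the 6 genes kept its call without P19. Trp53i11 and Insm1 also lost theirs without P0, P18 or P23, Lxn without P0, P5 or P18, and Chl1 without P23.

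For the Neuroblast to Immature-GC step, 4 of 9396 genes were called, with 578 at an unadjusted p under 0.05 and 2 calls by DESeq2. Egr1 (2.27 ± 0.33, adjusted p 4.79e-05) and Junb (2.17 ± 0.33, 1.09e-04) had the more positive juvenile step. Nrgn (-2.41 ± 0.43, 0.00222) and Prox1os (-1.88 ± 0.40, 0.0471) had the more negative. Prox1os, named as the opposite strand of Prox1, is uncertain. The count was 1 (Egr1) without P0, 17 without P19, 19 without E16.5, 39 without P5 and 6 without P23. Junb lost its call without P0, Nrgn without P0 or P19, and Prox1os without P0, P18, P19 or P23. Nrgn rests on 0 UMIs in Neuroblast at E16.5.

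Ribosomal protein genes were lower in juvenile than in perinatal sums of OPC (median log2 fold change -1.27; 62 of 96 called lower and 1 higher; 74 adjusted over the list alone) and Endothelial cells (-0.94; 58 of 96 called, all lower; 69 adjusted over the list alone). In RGL (-1.06), nIPC (-0.54) and Neuroblast (-0.48) the medians were also below those of all genes, with 0, 3 and 0 called and 52 of 97, 48 of 100 and 37 of 96 adjusted over the list alone. DESeq2 called 31, 35 and 24 of them lower in these 3 classes. Immature-GC showed no shift (0.00; 2 of 97 called; 10 adjusted over the list alone), and there the sign relative to all genes turned under DESeq2. In adults against juveniles the medians were 0.90 in GC (3 of 105; 66 adjusted over the list alone; 46 with DESeq2), 0.51 in Neuroblast (2 of 93; 3), 0.39 in Astro (0 of 97; 0) and 0.29 in RGL (0 of 86; 0). RGL exceeded Astro by 0.95 (83 of 95 called, 88 adjusted over the list alone). The RGL to nIPC step was more positive in juveniles by 0.70 (23 of 96 called, 60 adjusted over the list alone). The other steps had 0 calls, with 0 of 98 (nIPC to Neuroblast, -0.22) and 53 of 102 (Neuroblast to Immature-GC, 0.57) adjusted over the list alone. Except in Immature-GC each direction was the same relative to all genes under TMM, RLE and DESeq2.

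Of the dissociation list, Immature-GC had 4 of 9 genes called higher in juveniles (median 1.70; 9 adjusted over the list alone), Neuroblast 1 of 9 (0.99; 8), OPC 2 of 10 (0.53; 4) and Endothelial 2 of 12 (0.52; 2), while RGL (0 of 11; median -1.68; 1) and nIPC (0 of 11; -0.76; 0) had none and medians in the other direction. RGL exceeded Astro in 7 of 8 (2.32; 8). The 3 steps had 1 of 10, 3 of 10 and 2 of 10 called (medians 0.86, 1.47 and 1.03; 3, 8 and 6 adjusted over the list alone), and the adult tests 0, with 5 of 11 in GC (-1.24), 0 of 6 in RGL (0.04), 0 of 8 in Neuroblast (0.26) and 0 of 6 in Astro (-0.35) adjusted over the list alone. Mitochondrial genes were called higher in juvenile nIPC (3 of 13; median 0.60; 8 adjusted over the list alone), OPC (2; 0.59; 5) and Neuroblast (1; 0.50; 3). In RGL 0 of 13 were called (median 1.01; 9 adjusted over the list alone; 8 with DESeq2), in Immature-GC 0 (0.53; 5) and in Endothelial 0 (0.29; 0). In adults 0 were called, with 7 of 13 in Neuroblast (-0.89) and 0 in GC (-0.72), Astro (-0.68) and RGL (-0.08) adjusted over the list alone. RGL v Astro had 2 of 13 lower (-0.61; 0 adjusted over the list alone), the nIPC to Neuroblast step 1 (-0.35; 5), and the RGL to nIPC (-0.15) and Neuroblast to Immature-GC (0.15) steps 0 (0).

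Of the blood and choroid plexus list, 3 of 4 tested genes were called lower in juvenile Immature-GC (4 adjusted over the list alone) and 3 of 4 in Endothelial (3), and 0 elsewhere, with up to 2 adjusted over the list alone (RGL, nIPC and adult GC). Many of its values rest on groups at 0 UMIs, so no median is given. Of the sex list, 1 gene was called in RGL v Astro (1 adjusted over the list alone) and 0 in every other test, with 1 adjusted over the list alone in the RGL to nIPC step. Of the cycling list, 3 of 3 tested genes were lower in juvenile Endothelial cells (3 adjusted over the list alone), and 0 were called in the other tests of all genes, with 1 of 15 in nIPC, 1 of 1 in Immature-GC, 1 of 4 in adult GC and 1 of 1 in adult Astro adjusted over the list alone.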

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

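The tests of single UMIs for Grin2c and Pcdh7 were chosen only after the results were seen, as were the settings with every sum at an equal total and without nIPC-perin cells; the other tests here were chosen before their results.

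The RGL to nIPC step differed between groups, the perinatal and juvenile ages, by the edgeR interaction test in 163 genes. Of the genes named by rule, Topbp1 (7.99), Neurog2 (4.89) and Gm10282 (3.80) had the more positive juvenile step. Tmem100 (-8.61), Plxnb1 (-4.65) and Rgcc (-3.60) had the more negative. With every sum at 14128 UMIs 12 genes (4 to 23 over 5 draws) were called. Of the 163 called genes 85 could be tested there, and 9 of these were called. The cause of the loss was not tested. Unequal totals of the sums are argued against for those 9 genes at most and stay open for the others. Other splits of the ages were not run at equal totals. RNA from other cells cannot be told apart from a change within cells: 22.1% of the called genes went against their perinatal step, against 42.1% of the others, but these genes were chosen for their interaction. The smaller share of nIPC-perin cells in the juvenile class cannot be told apart from a change within cells, because the test without those cells rests on fewer UMIs. There, 14.1% of the 163 were called again with the same sign. Gm10282 may also carry reads of Hmgn2, with which it shares 83.6% of its words; for it the value without nIPC-perin was 3.15, not called. A biological difference between the stages stays open and untested.

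Of the 10 ways to split the 6 ages into 2 groups of 3, no other split gave as many calls for the RGL to nIPC step: the real split counts as 1 of 10, and the highest other split gave 10 calls. The same held for the nIPC to Neuroblast step, 1 of 10, where the highest other split gave 53 against 65. For the Neuroblast to Immature-GC step 6 of 10 splits gave as many calls, up to 55. With 10 splits the share cannot fall under 0.1, so these splits alone cannot exclude chance for any of the steps.

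The nIPC to Neuroblast step differed between groups in 65 genes, among them Chl1 (5.09), Aldoc (3.91), Lxn (3.61), Trp53i11 (-2.71), Mfap4 (-2.03) and Insm1 (-1.94). With equal totals 8 genes (3 to 13 over 5 draws) were called, 6 of 45 of the called genes tested there among them. Unequal totals are argued against for those 6 genes at most and stay open for the others. Another split of the ages gave 53 calls at the real totals, and such splits were not run at equal totals. RNA from other cells cannot be told apart from a change within cells: 78.5% of the called genes went against their perinatal step, against 56.2% of the others, but these genes were chosen for their interaction. The smaller share of nIPC-perin cells in the juvenile class may account for the calls, since 0 of them were called again without those cells, although 62 of 65 were tested. Fewer UMIs would also lower that count, and a biological difference between the stages stays open and untested.

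The Neuroblast to Immature-GC step differed between groups in 4 genes, Egr1 (2.27), Junb (2.17), Nrgn (-2.41) and Prox1os (-1.88). With every sum at an equal total no gene was called by edgeR (98 at an unadjusted p under 0.05), and the cause of that loss was not tested. Egr1 and Junb belong to the dissociation list, so the handling of juvenile tissue and the age of the animals are both open, and neither was tested for this step.

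In the RGL v Astro test, 2 genes had an age far from the others. The difference of Grin2c was -6.24 at P120 and -8.57 to -8.36 at the other ages (Dixon's Q 0.909), and that of Pcdh7 was -2.90 at P132 and -7.42 to -6.88 at the others (Q 0.881; critical value 0.71 for 5 ages). Chance singles out about 1 in 20 groups, and 6 genes were tested at both ends. A single UMI near the floor may account for each. Grin2c had 1 RGL UMI at P120 and 0 at the other ages, with an exact Poisson lower bound of 0.103 CPM. Pcdh7 had 1 at P132 and 0 at the others, with a lower bound of 0.566 CPM. The limits of a 0 count at the other ages were 24.7 to 212 CPM for Grin2c and 12.2 to 212 CPM for Pcdh7. No biological explanation was tested.

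The ages pair the RGL and Astro sums, so the real split was compared with the 16 splits that part the 5 pairs, in which the others exchange the 2 classes at 1 age or more. The real split was the only 1 of 16 with as many calls, and the highest other gave 78 against 1607. With 16 splits the share cannot fall under 6.25%, so these splits alone cannot exclude chance. Of 100 drawn splits of the 10 sums, which do not keep the pairs apart, the highest other gave 608. The authors' clusters were drawn on the same cells, which this does not test.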

How the results depend on the processing

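The settings with all cells at equal UMIs, the cell name prefix as a block, a minimum of 20 cells in the within-age and step tests, lineages added together and nIPC-perin cells left out were chosen after seeing the data; the others were planned. No class share moved by more than the spread between ages. Among the classes that overlapped between stages, the difference changed sign for the share of Immature-GC without P5 (2.99 percentage points), that of OPC without P5 (0.848) or P18 (0.112), and that of PVM without E16.5 (0.0381) or P18 (0.0512). Of 873 values of named genes 688 kept direction and call, 185 kept direction without the call and 0 reversed. A gene that an alternative did not test, or gave no adjusted p, is not among the 873, so such losses are not counted. With all cells at equal UMIs 46 values entered, against 76 with no filter on low counts. These genes were named for stages that do not overlap, so leaving out an age can hardly reverse them. The cause of a changed count was not tested.

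With DESeq2 the genes called between perinatal and juvenile ages numbered 195 in RGL, 187 in nIPC, 112 in Neuroblast, 141 in Immature-GC, 182 in OPC and 431 in Endothelial. Between juvenile and adult ages they numbered 1 in RGL, 1 in Neuroblast, 1.3e+02 (73 higher and 59 lower) in GC and 78 in Astro, and for the steps 43 (nIPC to Neuroblast) and 2 (Neuroblast to Immature-GC). With no filter on low counts there were 362 in RGL, 346 in nIPC, 249 in Neuroblast and 396 in Immature-GC, then 17, 18, 466 and 256 in RGL, Neuroblast, GC and Astro against adults, and 25 for the Neuroblast to Immature-GC step. RLE scaling moved that step to 7.

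With 20 cells per sum at equal UMIs the counts between perinatal and juvenile ages were 40 in RGL, 8 in Neuroblast, 2 in Immature-GC, 128 in OPC and 120 in Endothelial. Against adults edgeR called 0 in RGL (48 at an unadjusted p under 0.05), 1 in Neuroblast, 31 in GC and 2 in Astro, then 320 for RGL v Astro, 1 for the nIPC to Neuroblast step and 0 for the Neuroblast to Immature-GC step (74). With all cells at equal UMIs the counts were 40 in RGL, 90 in nIPC, 19 in Neuroblast and 182 in OPC, 2 in RGL and 1 in Neuroblast against adults, 193 for RGL v Astro, and 12, 8 and 0 (98 at an unadjusted p under 0.05) for the 3 steps. Equal totals were 31175 to 54391 UMIs with 20 cells and 14128 to 433326 with all cells. Between perinatal and juvenile ages the count rose from 22 to 40 in RGL and from 39 to 90 in nIPC with all cells, and it fell in the other tests named here, so equal totals moved counts both ways. For RGL v Astro only 291 genes could be tested at 14128 UMIs.

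Without cells of very many UMIs 21 genes were called in Immature-GC, 4 in Neuroblast against adults and 23 for the Neuroblast to Immature-GC step. With the cell name prefix as a block 155 were called in Immature-GC. With 20 cells or more the nIPC to Neuroblast step had 25. With nIPC-perin left out the RGL to nIPC step had 37 and the nIPC to Neuroblast step 0 by edgeR (334 at an unadjusted p under 0.05). With no replicate block RGL v Astro had 1030, and the steps had 0 each by edgeR, with 563, 486 and 327 at an unadjusted p under 0.05.

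With each age left out in turn, counts ranged from 0 to 203 in RGL, 0 to 198 in nIPC, 2 to 103 in Neuroblast, 10 to 559 in Immature-GC, 124 to 203 in OPC and 389 to 781 in Endothelial. Against adults they ranged from 1 to 62 in RGL, 1 to 59 in Neuroblast, 0 to 527 in GC and 19 to 83 in Astro. For RGL v Astro they ranged from 1081 to 1670, and for the steps from 27 to 163, 3 to 78 and 1 to 39. Where edgeR called 0, unadjusted p under 0.05 was reached by 765 genes in RGL without P0, 1235 in RGL without P23, 989 in nIPC without P19 and 1155 in GC without P132. Where this left 1 age in a stage, that age is assumed to vary like the other stage. The cycling difference in RGL reversed to 0.14 without P23 and was -1.11 at its lowest; in nIPC it ranged from 0.26 to 0.47. Pearson r of the steps ranged from 0.827 to 0.880, 0.869 to 0.899 and 0.743 to 0.837.

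A minimum of 50 cells changed nothing for GC and Astro and equalled leaving out E16.5 for Immature-GC. It was not run for RGL, nIPC, Neuroblast, OPC and Endothelial between perinatal and juvenile ages, for RGL and Neuroblast against adults, for RGL v Astro or for the steps, because too few ages were left. The prefix block was not run for RGL, nIPC and Endothelial, and neither the draw of 20 cells nor the minimum of 20 cells for the RGL to nIPC step. The minimum of 20 cells changed nothing for the Neuroblast to Immature-GC step, equalled leaving out P18 for RGL v Astro and P23 for the nIPC to Neuroblast step.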

Other observations

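The tests of free Mbp RNA, free blood RNA and a single cell with blood RNA, the near-identical gene for Gm8730, fewer UMIs for Gm8730 and the ribosomal protein genes, the mouse line of the adults, cells without GFP at P132, the cell name prefix as a block, the mouse line and female sex at P19, Xist at P5, the shared response to dissociation, and Id3, Slc9a3r1 and Tnc in the nIPC cluster were chosen only after the results were seen.

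Mbp was higher in juvenile RGL, Neuroblast and Immature-GC. RNA with the profile of MOL cells is argued against, because the median Mbp level was 1.41% of that in MOL and the median of 4 MOL markers 0.213%, a ratio of 6.60. Free RNA spread evenly over droplets cannot be told apart from a change with age in the cells, which was not tested. Mbp UMIs per Immature-GC cell were 1.75, 1.21 and 1.05 times those per Endothelial cell at P18, P19 and P23. Over the classes outside Astro and the oligodendrocyte line they were 0.136 to 0.741 (8 classes), 0.0833 to 0.486 (10) and 0.804 to 1.79 (11). With the classes exchanged among the cells of an age in 10000 draws, classes differed with p of 0.0564, 0.0380 and 0.295, and with 0.0849, 0.0769 and 0.244 without cells of very many UMIs, so an even spread is neither shown nor excluded.

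Haemoglobin genes were lower in juvenile Immature-GC. At E16.5, P0 and P5 1 cell held 98.9%, 99.4% and 50.8% of the haemoglobin UMIs of the class. A single cell with blood RNA is argued against as the whole cause, because at 2 of the 3 perinatal ages CPM without that cell still lay above every juvenile age: 276, 24.1 and 374 CPM at E16.5, P0 and P5, against 10.7, 26.0 and 23.5 CPM at P18, P19 and P23. Free blood RNA spread over all droplets may account for some of the rest. At E16.5, P0 and P5 83.8%, 10.6% and 52.6% of Immature-GC cells had a haemoglobin UMI, which is 1.07, 0.924 and 0.981 times the median of the other classes. UMIs per cell were less even. At P5, each class without its highest cell, Immature-GC had 2.00, Neuroblast 0.522 and RGL 0.546, but Immature-GABA 1.77 and nIPC 5.81. An even spread is thus not shown to account for the P5 value. Whether the highest cell was a doublet was not tested, and a change with age in the cells stays open and untested.

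Gm8730 was lower in juvenile than in perinatal sums of RGL, nIPC, Neuroblast, Immature-GC, OPC, Endothelial and Astro, and lower than in adult sums of these and GC. It was not lower at P23 in Immature-Pyr and Immature-GABA. Mouse line is argued against for perinatal against juvenile sums, with an adjusted p of at most 3.91e-06 without P19 in Neuroblast and OPC (edgeR), and so is a library batch by cell name prefix there, with at most 3.45e-09 in Neuroblast, Immature-GC and OPC with the prefix as a block. Against adult sums mouse line cannot be told apart from stage, because 0 of the perinatal and juvenile ages are of the adult line. Fewer UMIs per cell are argued against for perinatal against juvenile sums, because among cells of 4254 to 8507 UMIs P23 had a median of 0.0559 times the Gm8730 CPM of P5 (0.0213 to 0.215) over the 5 of these classes with 10 such cells or more. Of 4 other classes NFOL and MiCajal-Retziusoglia had 0.0283 and 0.167 times, but Immature-Pyr 1.99 and Immature-GABA 1.33 times. Reads shared with a near-identical gene cannot be told apart from a change of Gm8730 itself. In 13 of 15 class comparisons Rplp0 moved against Gm8730, relative to the ribosomal protein median, but the median distance from that median was 2.63 for Gm8730, 0.303 for Rplp0 alone and 0.389 for both genes summed, so summing them came no closer. In the single P23 library Gm8730 stood at 1534 and 1259 CPM in Immature-Pyr and Immature-GABA and at 21.0 to 338 CPM in the other 13 classes of 20 cells or more; the cause was not tested. In the RGL sums Gm8730 had 379 UMIs and Rplp0 396 at P120, but 16 and 163 at P23. Both genes were also nearly equal at P5 (1473 and 1555) and P132 (61 and 60). Gm8730 lay below Rplp0 at E16.5 (1421 and 2285) and P0 (2349 and 3464), and far below it at P19 (12 and 74). Within P23 both were nearly equal in Immature-Pyr (721 and 703) and Immature-GABA (166 and 162). How the authors counted shared reads is not stated, which keeps this open.

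Ribosomal protein genes were lower in juvenile sums. Fewer UMIs per cell are argued against, since among cells of 4254 to 8507 UMIs P23 lay below every perinatal age in 7 of 8 classes, all but Immature-Pyr. Among cells of 3009 to 6017 UMIs, without E16.5, it did so in 7 of 10, but not in nIPC, Immature-GC and Immature-Pyr, where depth stays open. A larger mitochondrial share is argued against, since the stages still separated in 6 classes without mitochondrial genes. A change with age stays open and untested.

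Immediate early genes were higher in juvenile Immature-GC. In 6 of 9 classes every juvenile age lay above every perinatal age, and in 1, Astro, every juvenile age lay below. Astro cannot decide on a response to dissociation shared by all cells, because its cluster mix differs between stages. Its perinatal cells are all Immature-Astro, whereas its juvenile cells include Astro-juv and Astro-adult. A shared response stays open. So does a response limited to some classes, whether to dissociation or to activity, which was not tested.

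The differences of Id3 and Slc9a3r1 in nIPC cannot be told apart from the smaller share of nIPC-perin cells in the juvenile class, because perinatal CPM in the nIPC cluster alone was 2.31 and 1.06 times the limit of a 0 count in the juvenile cluster, too near it to decide. For Tnc it was 0.469 times, and the cluster mix may account for the 0 count. A biological difference between the stages was not tested.

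For Neuroblast and Immature-GC between perinatal and juvenile ages, the real split was 1 of 10 with as many calls in each, against highest other splits of 6 and 11. With 10 splits the share cannot fall under 0.1, so these splits alone cannot exclude chance.

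The class shares of P120 and P132 differed. P132 lay 21.8 percentage points from the juvenile ages on average, and the juvenile ages lay 18.8 from each other, whereas P120 lay 68.3 from them. Cells without GFP among those of P132 may account for this. Differences of age or pool between P120 and P132 were not tested.

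At P19, 4 genes were nearly absent (Gm10260, Gm10709, Gm26825 and Gm5900), against 0 at each other age. The mouse line may account for it, as P19 alone is C57Bl/6. Female sex is argued against for these genes, since each stood at 0.670 times its P5 CPM or more at E16.5, where most cells held Xist. Xist was found in 90.02% of cells at E16.5, 23.4% at P0 and 0.338% at P5, and genes of the Y chromosome in 9.02%, 49.6% and 61.7%. The P5 value of 0.338% may mean that all P5 animals were male, as P18 and P23, labelled male, had 0.664% and 0.703%.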
